A study of Apostichopus japonicus with 2 samples (transcriptomic, total RNA). Its data were reported in "High-Throughput Sequencing Reveals Differential Expression of miRNAs in Intestine from Sea Cucumber during Aestivation" (2013).

How the data were processed

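Small RNA of sea cucumber (Apostichopus japonicus) intestine was sequenced on the Illumina Solexa platform in 2 libraries. One was made from non-aestivation (NA) animals, which had regrown their tissue and were active again. The other was made from deep aestivation (DA) animals, whose intestine had degenerated during continuous torpor. Small RNA was cut from a gel in a size range above the lengths found in the files. Equal amounts of total RNA from several animals of one stage were mixed before library preparation, so each group holds 1 library (n = 1) and variation between animals cannot be measured.

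Before looking for miRNAs, the authors set aside inserts below a minimum length. Their trimming also dropped poly(A) and low-quality reads. Reads with an adapter fault were removed too, that is an empty insert, a missing 3′ adapter or contamination by the 5′ adapter. The software and version used for trimming were not stated. Each of the deposited files analysed here holds one row per distinct insert sequence (a tag), with its length and its read count. The values are raw counts that the authors neither normalized nor aligned. No gene name or coordinate is given. The study mapped reads to the purple sea urchin genome and a sea cucumber transcriptome, but no genome or transcriptome was used here. All tags in both libraries were 3 to 17 nt long, which is the short class that the study's miRNA counting left out. Full-length miRNA reads are not in the files analysed here, so the comparisons planned for miRNAs were made on these short tags, and the planned share of reads of miRNA length was replaced by the share of reads of 17 nt.

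Counts were converted to reads per 1000000 reads (RPM) of the library total, which was 328531 reads for NA and 145238 for DA. One read was worth 3.04 RPM in NA and 6.89 RPM in DA. The smallest abundance taken as shown by the depth was 3 reads, which is 9.13 RPM in NA and 20.7 RPM in DA. Because each library has its own total of short tags, an RPM value here is a share of the short class and not of all small RNAs.

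DA was compared with NA by the Audic-Claverie exact test, which the study's methods use. It gives the probability of a tag's count in one library from its count in the other and the 2 library totals, and the 2-sided p-value was taken by doubling the smaller tail. p-values below 1e-300 were set to that value. They were adjusted by the Benjamini-Hochberg method across all 26969 tags. A tag was called when its adjusted p-value was under 0.01, its absolute log2(DA/NA) of RPM was at least 1 and its RPM was above 10 in at least 1 library. For the log2 ratio, a count of 0 was replaced by 0.01 RPM. The test covers sampling noise only. The quasi-likelihood test of edgeR could not be fitted because 1 library per group leaves no residual degrees of freedom. Standard errors of log2 ratios are sampling errors computed from the counts, and intervals of shares are 95% Wilson intervals. Shares were compared by Fisher's exact test. With no replicates, no library was left out in turn and no regrouping of samples was possible.

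The tags named in the text were chosen by a rule fixed before the files were seen. It took the 5 tags with the highest mean RPM, the 5 called tags with the largest log2 ratio in each direction, and the 9 miRNAs that the study followed by RT-PCR. The largest changes among tags with at least 10 reads in both libraries were added after the data were seen, as were miR-10a, miR-2011 and miR-34. Sequences are printed only for tags with at least 10 reads in both libraries that were not called lower in DA. Other tags may come from another organism, and their origin was not checked. To find fragments of the 9 miRNAs, the mature sequences listed by the study for them and for miR-10a, miR-2011 and miR-34 were used as a reference list. Reads were summed over tags of 15 to 17 nt that equal the start of a mature sequence, a length range chosen after the files were seen. Only the sequences of that list were used, and none of its measured values. miR-252a and miR-252a-5p start with the same 17 nt and were counted as 1 start.

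The most abundant tag family was defined as all tags that share 12 nt in a row with the most abundant tag, a definition made once the files were found to hold no miRNA names. Alternatives, of which most were fixed before the files were seen, were edgeR's TMM factors, DESeq2's median-of-ratios size factors, a library total without the most abundant tag family, other filters on low values, 1 count added to each library, Fisher's exact test, edgeR's exact test with an assumed coefficient of variation between libraries of 0.2 or 0.4, merging of tags of at least 15 nt that begin another tag, and an absolute log2 ratio of 0.5. The calling script was tested on simulated data in which 200 tags with at least 50 reads in the 2 libraries together were changed 4-fold. It recovered 88.5% of them with the right direction and called 0 unchanged tags. These simulated counts held sampling noise only, which is what the test assumes. The 0 therefore does not show how many false calls variation between pools would give. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.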

Results

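In order to compare short RNAs in intestine between aestivation states, tags of 3 to 17 nt were examined in 1 non-aestivation (NA) and 1 deep aestivation (DA) library. Each library was a pool of animals, and there were no replicates. The NA library held 328531 reads of 19630 distinct tags and the DA library held 145238 reads of 10700 distinct tags. The total of short tags was therefore 2.26 times larger in NA than in DA. Tags read only once made up 70.7% of the distinct tags in NA and 73.6% in DA, but only 4.2% and 5.4% of the reads. The 10 most abundant tags held 72.5% of the reads in NA and 75.6% in DA. Both libraries differ in stage, season and library at the same time, so a difference between them cannot be split between stage and any technical batch.

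The length distribution was compared to see how the short class was made up in each library. In both libraries reads were most frequent at the longest length. The class ends at 17 nt and the RNA was cut from the gel at longer sizes. The peak at 17 nt therefore lies at a cut edge and does not show which RNAs the whole libraries sampled. Tags of 17 nt held 65.8% of NA reads (95% Wilson interval 65.7 to 66.0, no replicates) and 73.2% of DA reads (73.0 to 73.4). Tags of 16 nt held 21.9% of reads in NA (21.73 to 22.02) and 12.4% in DA (12.19 to 12.53). The difference at 16 nt was far outside the sampling intervals (Fisher's exact test, p at the floor of 1e-300). DA had another, smaller peak at 12 nt, with 4.71% of reads (4.599 to 4.817) against 0.96% in NA (0.93 to 0.99). These intervals cover the sampling of reads and not the variation between animals. With the most abundant tag left out, a choice made after the data were seen, the share at 17 nt was 33.8% in NA and 52.5% in DA. That tag is itself 17 nt long and its shorter forms stayed in, so its removal lowers the share by construction. Without its whole family, also a later choice, the share was 49.3% in NA and 62.2% in DA.

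**Figure D1:**
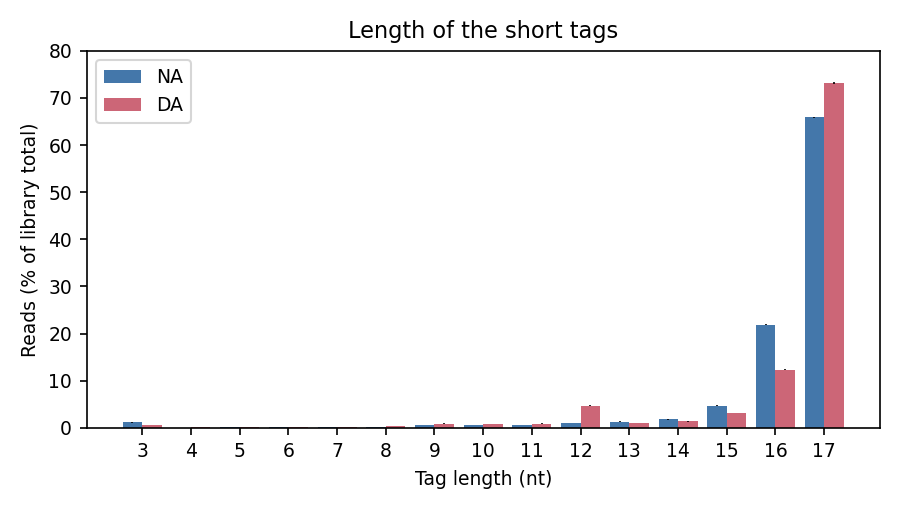
Share of reads (% of the library total) at each tag length (nt) in the NA and DA libraries, with 95% Wilson intervals as error bars. Both libraries peak at 17 nt, the upper limit of this short class, with 65.8% of reads in NA and 73.2% in DA. DA alone has a small peak at 12 nt of 4.71%.

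To find which tags are common to both states, the sets of tags were compared. Of 26969 distinct tags, 3361 were found in both libraries, 16269 in NA only and 7339 in DA only. The shared tags were 12.5% of all distinct tags, but held 90.0% of NA reads and 93.5% of DA reads. When NA was drawn down at random to the DA total, it held on average 11002 distinct tags (SD 65 over 100 draws), against 10700 in DA. Across the 3361 shared tags, which are not independent replicates, log2 RPM in DA correlated with log2 RPM in NA with Pearson's r of 0.65 and Spearman's rho of 0.54. When at least 10 reads were required in both libraries, 359 tags remained and r was 0.76.

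The most abundant tag in both libraries was CGGCAGTGTGGTAAGCT, of 17 nt. It had 159047 reads in NA, or 48.4% of the library (95% Wilson interval 48.2 to 48.6), and 63418 reads in DA, or 43.7% (43.4 to 43.9). Its log2(DA/NA) was -0.149 (sampling SE 0.005), which passed the exact test (adjusted p = 3.846e-105) but not the fold-change threshold. It differs from the first 17 nt of miR-34, as listed by the study, by the single substitution T11G, with positions counted from 1 at the 5′ end and the miR-34 base given first. The forms of 16 nt (CGGCAGTGTGGTAAGC) and 15 nt (CGGCAGTGTGGTAAG) of the same sequence were also among the 5 most abundant tags. The 16-nt form held 14.3% of NA reads and 7.57% of DA reads, with a log2 ratio of -0.917 (sampling SE 0.015). The 15-nt form had 4706 reads in NA and 1343 in DA, and its log2 ratio was -0.631 (sampling SE 0.044). Summed over all tags that share 12 nt with the most abundant tag, this family made up 65.8% of reads in NA and 53.3% in DA. This sum was the only alternative tried for the share.

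The other tags among the most abundant 5 rose in DA. TGTAATGTTGTTGGAAG, of 17 nt, had 14927 reads in NA (45436 RPM) and 25577 in DA (176104 RPM), with a log2 ratio of 1.95 (sampling SE 0.014). Its share of the library went from 4.54% to 17.6%. TCTTAGGTTTCC, of 12 nt, had 123 reads in NA and 3920 in DA, which gives 374 and 26990 RPM and a log2 ratio of 6.17 (sampling SE 0.13). It accounted for most of the DA peak at 12 nt. Both had p-values at the floor of the exact test. In edgeR's exact test with an assumed coefficient of variation of 0.4, TCTTAGGTTTCC still passed (adjusted p = 2.198e-05). The rise of TGTAATGTTGTTGGAAG did not pass there. Neither tag matches the start of any of the reference miRNAs used here. Among the normalizations run, the log2 ratio of TGTAATGTTGTTGGAAG was lowest with DESeq2 size factors, at 1.36. Scaling to the study's own read totals was not run. It would give a lower ratio, because those totals were larger in DA than in NA.

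Differential abundance was tested to find tags that distinguish the states. Of 26969 tags tested, 376 had an adjusted p-value under 0.01 in the Audic-Claverie exact test. After the filters on RPM and fold change, 359 tags were called, with 158 higher and 201 lower in DA. Tags called higher held 27.4% of DA reads and 6.19% of NA reads. Tags called lower held 8.75% of NA reads and 1.14% of DA reads. Of the tags called lower, 91 had 0 reads in DA, and of those called higher, 29 had 0 reads in NA. At this depth, a tag absent from NA needed 9 DA reads to pass the test, and a tag absent from DA needed 26 NA reads. The test treats each pool as if animals did not vary. When a coefficient of variation of 0.4 between libraries was assumed, edgeR's exact test called 8 tags higher and 27 lower. That moved the number of higher tags most, whereas the number of lower tags moved most, to 23, when at least 10 reads were required in both libraries.

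**Figure D2:**
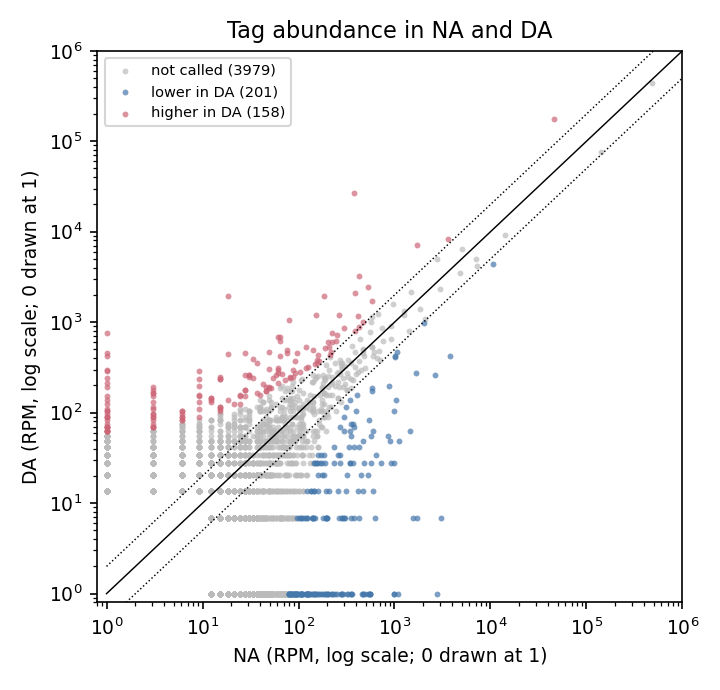
Abundance of each tag with more than 10 RPM in at least 1 library, in NA (x axis, RPM) and DA (y axis, RPM), on log scales with counts of 0 drawn at 1 RPM. The solid line marks equal abundance and the dotted lines a log2 ratio of 1 either way, with 158 tags called higher in DA and 201 called lower.

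The 5 largest increases and 5 largest decreases were all in tags found in a single library. The tags gained in DA had 110, 67, 62, 43 and 42 reads there and 0 in NA. They were 17 nt long except the one with 43 reads, which was 11 nt. Their adjusted p-values in the exact test ran from 8.437e-54 to 2.361e-19. The tags lost in DA had 912, 359, 328, 322 and 184 reads in NA and 0 in DA, with lengths of 17, 13, 15, 16 and 17 nt. Their adjusted p-values ran from 6.246e-142 to 4.734e-27. A log2 ratio for a count of 0 depends on the value put in its place. With 0.01 RPM it was 16.2 for the first gained tag and -18.1 for the first lost tag, and with 1 count added to each library it was 7.97 and -8.66. The smallest abundance that the depth of DA can show is 20.7 RPM, so a tag with 0 reads there may lie anywhere below it.

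Among tags with at least 10 reads in both libraries, a set chosen after the data were seen, 74 were called higher and 23 lower in DA. A limit of 10 reads is a higher RPM in DA than in NA, so it removes tags lower in DA more readily. The largest increase after TCTTAGGTTTCC was TCTGTGGTAC, of 10 nt, with 26 reads in NA and 154 in DA and a log2 ratio of 3.74 (sampling SE 0.31). It was followed by AAA, of 3 nt, and by the 17-nt tags TACTCTGAGTTTAATTT and TTGTCAGCTTTGAAATC. These 17-nt tags each had 100 reads in DA, against 20 and 21 in NA. The 3 largest decreases were all in tags of 16 nt. The first had 875 reads in NA and 38 in DA (log2 ratio -3.35, sampling SE 0.24), and the next had 321 and 15 reads. Another had 1242 and 61 reads and a log2 ratio of -3.17 (sampling SE 0.19). All of these passed the exact test with adjusted p-values below the threshold of 0.01, but only TCTTAGGTTTCC kept an adjusted p-value under it (2.198e-05) in edgeR's exact test with an assumed coefficient of variation of 0.4.

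The 9 miRNAs that the study followed by RT-PCR were looked up through tags of 15 to 17 nt that equal the start of their mature sequence. These gave 8 distinct starts, since miR-252a and miR-252a-5p share theirs. Together with miR-10a, miR-2011 and miR-34, the 11 starts held only 1.70% of reads in NA and 1.75% in DA. All 8 starts had higher RPM in DA, and 4 of them had an adjusted p-value under 0.01 in the exact test across 11 starts. The study picked these miRNAs because both its sequencing of the same libraries and its microarray had called them higher in DA. Their shared upward direction is therefore not independent evidence. The miR-2010 start (TTACTGTTGATGTCAGC) had 180 reads in NA and 200 in DA, with a log2 ratio of 1.33 (sampling SE 0.15, exact test, adjusted p = 5.223e-18). The miR-92a start had 231 and 209 reads and a log2 ratio of 1.03 (sampling SE 0.14). The miR-92 start had 211 and 168 reads and a log2 ratio of 0.85 (sampling SE 0.15). For miR-2004 there were 1 and 10 reads, and the log2 ratio of 4.50 had a sampling SE of 1.51. miR-22 (7 and 10 reads, adjusted p of the exact test 0.0468) and miR-7 (22 and 14 reads, 0.4075) did not pass the threshold. miR-200-3p and miR-252a each had 0 reads in NA and 3 in DA, which is the smallest number taken as shown, and no difference was detectable for them at this depth.

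The start of miR-10a (TACCCTGTAGATCCGAA) had 2983 reads in NA and 867 in DA, and its log2 ratio was -0.605 (sampling SE 0.056, exact test, adjusted p = 2.258e-28). The miR-2011 start (CCAAGGTGTGCTAGTGA) had 1865 and 1015 reads and a log2 ratio of 0.30 (sampling SE 0.056). For the listed form of miR-34 there were 97 and 48 reads, with no difference past the threshold (exact test, adjusted p = 0.5775). The normalization moved these values most. With DESeq2 size factors the log2 ratio was 0.74 for miR-2010, 0.44 for miR-92a, 0.26 for miR-92, -1.20 for miR-10a and -0.29 for miR-2011.

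**Figure D3:**
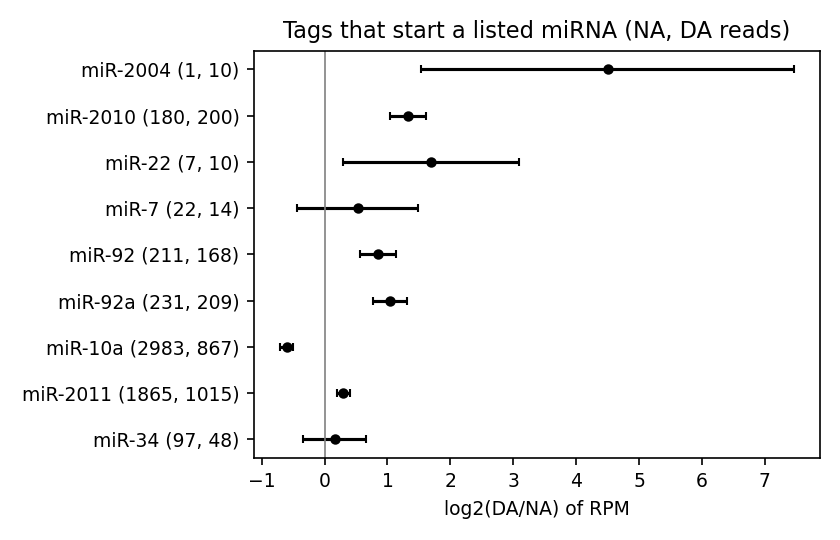
log2(DA/NA) of RPM for tags of 15 to 17 nt that start a listed miRNA, with NA and DA reads in parentheses and bars for the 95% sampling interval, for the 9 starts with reads in both libraries. miR-10a lies below 0 at -0.605, while miR-2010, miR-92 and miR-92a lie above 0, and the intervals of miR-7 and miR-34 cross 0.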

Values the study reported

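The study used tissue from 12 sea cucumbers, with 6 non-aestivating and 6 deep aestivating animals pooled by stage, and dropped reads of less than 18 nt before counting miRNAs. It reported 10,876,248 clean reads for NA and 11,194,928 for DA. By sequencing it counted 42 differentially expressed miRNAs, of which 28 were higher and 14 lower in DA. The reported log2 ratio (DA/NA) by sequencing was 1.96 for miR-2010, 1.31 for miR-92, 1.02 for miR-92a, 1.45 for miR-7, 1.98 for miR-22, 1.38 for miR-2004, -1.06 for miR-10a-5p and 0.0289 for miR-2011.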

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

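The main settings and most alternatives were fixed before the processed files arrived. Among the headline results, 14 of 39 alternative values were counts within 1.5 times the main count. Against 158 tags higher and 201 lower in DA, no filter on low values and 1 count added to each library gave the same counts. These were weak checks. A tag absent from one library needed 9 DA or 26 NA reads to be called, which is above the filter of 10 RPM. The setting with 1 count added reused the same p-values. The number of DA tags with NA drawn down, also among the 14, cannot change. Fisher's exact test gave 178 and 208, a filter of 100 RPM 128 and 175, merging of tags that begin another tag 165 and 208, and a log2 threshold of 0.5 gave 164 and 207.

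Normalization shifted calls from higher to lower in DA. There were 98 higher and 323 lower with edgeR's TMM factors, 86 and 346 with DESeq2's size factors, and 105 and 309 with a library total that leaves out the most abundant tag family. For tags seen in both libraries, the log2 ratio fell by 0.523 with TMM, fell by 0.593 with DESeq2 and fell by 0.448 without that family. Scaling to the clean reads, as the study did, was not run. It would lower these ratios further, because the clean reads were fewer in NA and all totals used here were fewer in DA. The most abundant family fell from 65.8% to 53.3% of reads, and leaving it out of the total accounts for a shift of nearly the same size. The ratio of the DESeq2 size factors, DA to NA, was 0.667, and it rests on shared tags with few reads, whose ratios are coarse. Filters that need reads in both libraries cut the calls, to 97 higher and 79 lower with 10 RPM in both and to 74 and 23 with 10 reads in both. The last filter was chosen after seeing the data. Its limit of 10 reads is a higher RPM in DA than in NA, which removes lower tags more readily. With an assumed coefficient of variation of 0.2, edgeR's exact test gave 67 higher and 129 lower. With 0.4 it gave 8 and 27, of which 23 of the 27 lower tags had at most 1 read in DA.

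With at least 10 reads, 1208 tags were detected in NA, 491 in DA and 359 in both. One draw of NA to the DA total gave 11044 tags in NA. The most abundant tag summed by family gave 65.78% in NA and 53.31% in DA. The share of reads at 17 nt, with alternatives chosen after seeing the data, was 33.80% in NA and 52.47% in DA without the most abundant tag, and 49.30% and 62.18% without its family. The correlation across tags was 0.7583 with 10 reads in both.

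Of 153 alternative values for single tags and miRNA starts, 137 were labelled unchanged. Of the others, 3 no longer passed the test, 6 newly passed the fold-change limit and 7 reversed. Starts were labelled by direction and test alone, so the 6 count tags only. They were the 16-nt and 15-nt forms of the most abundant tag, which had passed the exact test in the main setting too. All 16 of these changes came from normalization. By a log2 ratio of 1, the miR-10a start newly passed under the 3 other normalizations, while miR-2010 and miR-92a fell below it. Outside normalization, the miR-92 start rose to 1.03 with its 17-nt tag only. The miR-92a start fell to 0.948 when summed by family number. The sizes moved in many of the 137 as well. With DESeq2 the most abundant tag went from -0.149 to -0.742, the miR-10a start from -0.605 to -1.198 and the miR-2010 start from 1.33 to 0.74. The miR-2004 start went from 4.50 to 11.7 when only its 17-nt tag was counted, a setting chosen after seeing the data, because that tag had 0 reads in NA. The miR-2011 start, at 0.30 in the main setting, became -0.223 with TMM, -0.293 with DESeq2 and -0.148 without the most abundant family. The miR-34 start, at 0.16, became -0.360, -0.430 and -0.286. The miR-7 start, at 0.53, became -0.067 with DESeq2. The miR-92 start stayed above 0 but no longer passed the test under any of the 3.

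The planned share of reads of 21 to 23 nt could not be computed because no tag is longer than 17 nt. Summing all tags by miRNA family number was not run because the files give no miRNA names. It was applied only to the miR-92 and miR-92a starts. The replicate block was not run because each group has 1 library. Leaving out a replicate was impossible for the same reason, so no result here has a replicate check.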

Other observations

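The files hold the short class of reads, so the values quoted from the study above describe other reads of the same libraries. The log2 ratios of the miR-92a, miR-22 and miR-2010 starts were 1.03, 1.69 and 1.33. In this main setting each is within 1.5 times the value quoted above, and miR-92a lies closest. With DESeq2 size factors they were 0.44, 1.10 and 0.74, all below the values quoted above. The closeness in the main setting is not evidence of an equal change, because the denominators differ. The study divided by clean reads, which were fewer in NA, whereas the short tags used here were fewer in DA. Dividing by clean reads would lower every log2 ratio here. The miR-22 start also had only 7 reads in NA and 10 in DA. The log2 ratio of the miR-7 start here was 0.53. That is lower than the value quoted from the study above. The log2 ratio of the miR-92 start was 0.85. That is lower than the value quoted above. The log2 ratio of the miR-2004 start was 4.50, from 1 and 10 reads. That is higher than the value quoted above. The log2 ratio of the miR-10a start was -0.605. That is smaller in size than the value quoted above for miR-10a-5p. The gap depends on the normalization, since the start was at -1.053 without the most abundant family, -1.128 with TMM and -1.198 with DESeq2. The log2 ratio of the miR-2011 start was 0.30. That is higher than the value quoted above, but it turned negative with TMM, with DESeq2 and without the most abundant family. The tags called here numbered 359, with 158 higher and 201 lower in DA. These numbers are higher than those quoted above, and they count tags and not miRNAs. The short tags numbered 328531 reads in NA and 145238 in DA. Both are lower than the clean reads quoted above, which are a different class of reads.

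The starts of all 8 distinct RT-PCR miRNAs had a log2 ratio above 0. The study had picked these miRNAs for being higher in DA, partly from the same libraries, so the shared direction is not independent evidence. Normalization to the library total was weighed as the cause of that direction. The most abundant family is smaller in DA and pushes every other share up. With DESeq2 size factors, 7 of the 8 starts stayed above 0, and with TMM all 8 did, miR-7 only barely at 0.0026. The 2 starts with 0 NA reads cannot fall below 0 under any normalization, so they carry no evidence here. Of the 6 others, 5 stayed above 0 with DESeq2. Each normalization shifts these 6 starts by one constant, so the count only shows which main values exceed that constant. Scaling to the clean reads, as the study did, was not run. The miR-92 (211 and 168), miR-92a (231 and 209) and miR-7 (22 and 14) starts had fewer raw reads in DA than in NA. The clean reads were instead fewer in NA, so that scaling would put these starts below 0. Their direction therefore depends on the normalization. The miR-2004, miR-2010 and miR-22 starts had more raw reads in DA and stayed above 0 in the normalizations run, though miR-2004 and miR-22 had few reads. The size of all these starts depends on the normalization, and miR-92 no longer passed the test. The prediction was made after the main values had been seen. Miscounts between near-identical miRNAs and variation between animals could not be tested, so the pattern cannot be told apart from them.

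The most abundant tag is 1 substitution, T11G, from the listed miR-34 start, which itself had only 59 reads of 17 nt in NA and 31 in DA. If those reads were misread copies of the abundant tag, they would be no more frequent than most of its other 1-base neighbours. The listed form ranked 13 of 51 neighbours in NA and 9 of 51 in DA, where the median neighbour had 27 and 15 reads. That is outside the first 3 ranks, the limit set beforehand for a separate RNA, but it is still more reads than most neighbours had. The outcome was therefore read as undecided once the values were seen, and the listed form cannot be told apart from sequencing errors of the abundant tag. The reverse, that the abundant tag is an error of the listed form, would need an error more frequent than the correct base. A candidate explanation for the abundant tag is a miR-34 relative whose short form is common, but no genome or transcriptome was searched to test this. A ligated or synthetic oligonucleotide was not ruled out either.

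NA held more distinct tags than DA. The larger total of short tags in NA accounts for most of the difference between 19630 and 10700 tags. This total is not the depth of the whole library, since the clean reads quoted above were fewer in NA. When drawn down to the DA total, NA held on average 11002 tags. That is 2.8% above DA, within the 10% set beforehand. The 10700 tags of DA were nevertheless below the lowest of 100 draws (10853). A small excess in NA is therefore left that the total of short tags does not explain. Its origin was not tested.

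The 16-nt form of the most abundant tag was 22.8% of its 16-nt and 17-nt reads in NA (95% Wilson interval 22.61 to 22.97) and 14.8% in DA (14.52 to 15.03). A difference in gel size selection or trimming would act on all tags. Outside the family of the most abundant tag, 79 tags of 17 nt had at least 20 reads of both lengths together in each library, a minimum chosen after the files were seen. The 16-nt share was lower in DA for 56 of them and higher for 22, which is 71.8% lower among those that differed (exact sign test, p = 1.495e-04). Grouping tags that overlap by 12 nt gave 52 groups, of which 40 were lower and 12 higher. The median 16-nt share was 38.5% in NA and 28.6% in DA. The shift is broad but falls short of the 80% set for a purely technical cause, a limit written after the values of the most abundant tag had been seen. A technical difference between the libraries cannot be told apart from more trimming of 3′ ends in the active intestine. It could also account for part of the drop in the 16-nt tags called lower in DA.

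The 359 calls assume no variation between pools. In 20 simulations with no change but a coefficient of variation of 0.4 for each tag, the mean number of calls was 80.75, and the range was 51 to 231. With sampling noise only, no simulation gave a call. So variation of that size may produce a substantial part of the calls, though not all of them. The true variation between pools is unknown.

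Several called tags overlap, so they may not be separate signals. The 266 called tags of 15 to 17 nt fell into 186 groups that share 12 nt, which is more than the number that would mark overlap as the main source of the calls. Of 45 groups with over 1 tag, 39 changed in one direction only, against a mean of 20.8 and at most 28 in 1000 permutations of the directions. Tags that share 12 nt thus tended to move together. If such tags come from one RNA, which was not checked, the number of changed RNAs is lower than the number of changed tags.

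Tags higher in DA had a mean GC content of 40.2%, and those lower in DA had 51.2% (permutation test with 100000 permutations, p = 2.000e-05, the smallest it can give). Across the 359 tags with 10 reads in both libraries, the log2 ratio had a Spearman's rho of -0.16 with GC content, under the size of 0.2 set beforehand for a GC bias. By that limit GC bias would have been set aside. The reading was changed to undecided after the difference between the called tags had been seen, so the pattern cannot be told apart from GC bias. Tags that overlap are not independent, and the permutation test ignores this. Another candidate explanation is that the tags lost in DA include RNA of another kind or organism, such as traces of gut contents in feeding animals, although contents were removed at dissection. No reference was searched to test that.

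Short tags often shared an end with longer ones. Of 317 tags of 9 to 14 nt with at least 10 reads, 110 were only the 3′ end of a tag at least 2 nt longer, and 41 were only its start. If 3′ ends had been cut short, in the RNA or by adapter trimming, most would be starts, but 27.2% of the tags with one shared end were. That covers only tags with a longer form of up to 17 nt. Starts of longer RNAs could not be seen, and 145 of the 317 tags shared neither end. The share therefore cannot rule out 3′ shortening in general. The examples that prompted the prediction had been seen before it and its length and read limits were written. Of the 110 tags that share a 3′ end, 97 begin with T, a share of 88.2% against 80.4% of all 317. In one case the forms moved in opposite directions. A 12-nt tag had 6 reads in NA and 282 in DA, and the 17-nt tag that ends with it had 176 in NA and 0 in DA. A hypothesis is that some RNAs with a fixed 3′ end are cut at their 5′ side at different places in the 2 states. The opposite change was found in 2 pairs of called tags. Called pairs that share a 3′ end and moved the same way were not counted, so the weight of these pairs is unknown. Loss of 5′ bases during library preparation was not tested.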
